A study of Caenorhabditis elegans with 15 samples.

How the data were processed

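Poly-A RNA from whole Caenorhabditis elegans larvae at the L4 stage (the last larval stage) was sequenced in 15 samples, with 3 samples in each of 5 groups. Per the labels' protocols, worms were raised at 20 C and harvested in buffer, the frozen pellets were ground and lysed, poly-A RNA was selected with oligo-dT beads, and libraries were made with the Epicentre ScriptSeq v2 kit. The table deposited for each sample holds 1 count per gene under a sequence name, without a header. The counts deposited by the authors were whole numbers with totals that differed between samples, and they were used as raw, unnormalised counts. The aligner, the counting tool, the genome build, the annotation, any filter and the handling of reads that match several genes are not stated in the labels or in the tables. Genes of multigene families, such as the major sperm protein, collagen, pud and cytochrome P450 families, were therefore treated as uncertain, because reads shared between near-identical copies could have been divided, dropped or counted more than once.

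Each table listed 20505 gene IDs. Of these, 20071 (97.88%) matched a sequence name in the Ensembl annotation of the WBcel235 assembly, which gave the gene symbols, coordinates and exon lengths used here; 434 did not match and kept their IDs. A transcript letter ended 3365 of the IDs. Coordinates are 1-based on WBcel235, which may differ from the build used upstream. The gene called cco-1 in the labels was taken to be F26E4.9, current symbol cox-5B, from general knowledge of nematode gene names, since the annotation does not list the older name.

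Samples were grouped by their titles. The titles and description codes of the jmjd-3.1 overexpression samples give empty vector, whereas their RNAi characteristic reads the same as that of the cco-1 RNAi samples. They were placed in the group given by their titles, and cox-5B levels are reported for every group. The growth protocol names empty vector bacteria for all 15 samples, the cco-1 RNAi samples included. Replicate numbers were also taken from the titles, and the description codes do not number the N2 EV and cco-1 RNAi samples in the same way. In the check of this pairing, deviations from the mean of 3 samples sum to 0, so the correlation of differently numbered samples follows from that of same-numbered samples and is no independent contrast. No label gave a sequencing date, lane or library batch, so no result could be recomputed within batches. Replicates were compared before they were averaged. The chi-square per degree of freedom between samples of a group was at least 10.99 (between cco-1 RNAi replicates 1 and 3), so no pair of samples within a group had counts that agree within sampling noise and all 15 were kept as separate samples.

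The design of each test was fixed before the data were examined. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, which kept 14390 genes, and libraries were scaled by trimmed mean of M values (TMM). All 15 samples entered a single model with 5 group means and no replicate term, so that every comparison shared an estimate of the spread. Contrasts were tested with the quasi-likelihood F test (glmQLFit, glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was counted as changed at an adjusted p below 0.05. Standard errors of log2 fold changes were computed as the size of the fold change divided by the square root of its F statistic. Expression values are TMM-normalised CPM (counts scaled to a common library total), given as mean ± SD over 3 samples. With totals between 5084880 and 19261705 counts per sample, the counts behind a gene near 1 CPM differed between libraries. For example, cyp-14A4 had 3 counts at 1.01 CPM in rgef-1p jmjd-1.2 replicate 1. In cco-1 RNAi replicate 3, cyp-13A6 had 22 counts at 1.13 CPM. Fold changes of such genes were correspondingly imprecise. PCR duplicates were not marked in the counts.

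The genes named in the text were set by a rule fixed beforehand. It took the 3 targeted genes, a panel of mitochondrial stress response genes (hsp-6, hsp-60, dnj-10, lonp-1, atfs-1, dve-1, ubl-5 and clpp-1), and for each comparison with N2 on empty vector the 3 genes with the largest rise and the 3 with the largest fall. The genes of largest change had to pass the adjusted p threshold, reach a mean of 4 CPM in the higher group, and have all 3 samples of one group above all 3 of the other. The 3 genes up and 3 down in cco-1 RNAi, sur-5p jmjd-1.2 and jmjd-3.1 overexpression together were chosen by the same criteria, ranked by the smallest of their fold changes. The 14 genes of the direct comparison of both jmjd-1.2 lines are summarised as well.

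Fold changes were compared between pairs of comparisons by Pearson's r and Spearman's rho across genes; genes are not independent replicates, so no p-value is given for them, and the error of r is a jackknife standard error over the samples left out in turn. Because every fold change in these pairs used the same N2 empty vector samples, r was recomputed with separate control samples for each fold change, as a mean over 6 assignments. The overlap of changed genes was set against 10000 random gene lists of the same size, matched on mean expression in 20 bins and drawn from the 14390 tested genes.

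Alternatives comprised DESeq2 1.42.0, relative log expression (RLE) size factors in edgeR, no expression filter, at least 10 counts in every sample, models of only the 6 samples compared, the replicate number as a block, offsets from a smooth of counts on gene length (loess, span 0.5), the block with these offsets, counts thinned to the smallest total, an added log2 fold change threshold of 1, and each replicate left out in turn. The offsets for gene length, and the removal of rgef-1p jmjd-1.2 replicate 1 from the comparisons that do not involve its group, were chosen after seeing the data. Offsets for GC content were not used here because no genome sequence was used. Tables and figures were prepared with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

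The procedure was tested on simulated data. Counts were drawn from the means and library sizes of the real samples and from dispersions estimated without rgef-1p jmjd-1.2 replicate 1, with 200 genes changed by a log2 fold change of 1.5. edgeR recovered 75% of them with 4.46% false calls in the shared model, and 75.5% with 5.625% false calls in a model of the compared groups alone. DESeq2 recovered 80% with 10.1% false calls. A contrast without simulated change gave 0 calls at the adjusted threshold. No simulated library stood apart as rgef-1p jmjd-1.2 replicate 1 did. The shares recovered therefore need not hold for the real shared model, which includes that sample. In simulations without any true change, fold changes that shared control samples still correlated at r = 0.488, against -0.0183 with separate controls.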

Results

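The data comprised poly-A RNA-seq counts from whole L4 larvae of C. elegans in 5 groups of 3 samples. The control was N2, the laboratory wild type, on bacteria carrying the empty RNAi vector (EV). A second group was N2 on bacteria for RNAi by feeding against cco-1, which encodes a subunit of cytochrome c oxidase in the mitochondrial respiratory chain. The remaining groups were transgenic lines on EV that overexpressed jmjd-1.2 from the sur-5 promoter, jmjd-1.2 from the rgef-1 promoter, or that carried a jmjd-3.1::jmjd-3.1 transgene (the jmjd-3.1 overexpression line). Both jmjd genes encode histone lysine demethylases of the Jumonji family; the sur-5 promoter is widely active in somatic tissue and the rgef-1 promoter is active in neurons. According to its design text, the study asked how expression responds to cco-1 RNAi and to overexpression of either demethylase. Totals per sample ranged from 5084880 counts in rgef-1p jmjd-1.2 replicate 1 to 19261705 counts in N2 EV replicate 3, with a median of 9866367, so the largest library held 3.79 times the counts of the smallest.

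The samples were first compared with each other over the 14390 tested genes. Replicates of a group had Spearman correlations of at least 0.972, except for rgef-1p jmjd-1.2 replicate 1, which reached only 0.884 with replicate 2 and 0.893 with replicate 3. The median rank correlation of that sample with the other 14 was 0.759, whereas each other sample lay between 0.924 and 0.959. It was also the library with the smallest total. The first principal component carried 41.8% of the variance, with a score of 192.7 for this sample and between -35.0 and 12.7 for the rest. The sample was kept in the tests because the design had been fixed with all 15 samples. Leaving it out lowered the common dispersion of the model from 0.123 to 0.0525, whereas leaving out any other single sample gave 0.0998 to 0.136.

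**Figure D1:**
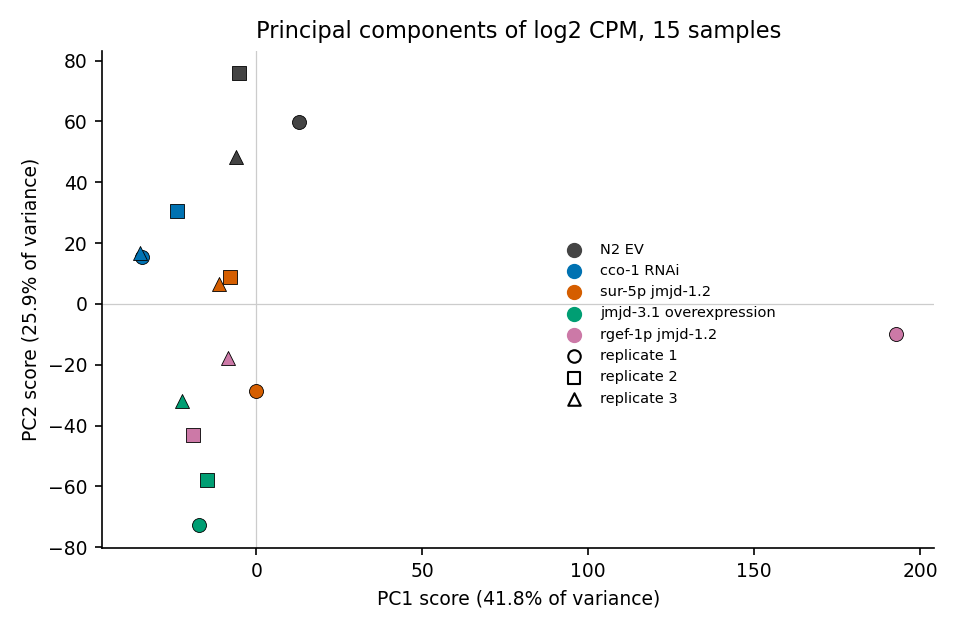
Scores of the 15 samples on the first 2 principal components of log2 CPM (axes: score, with the percent of variance, 41.8% and 25.9%), with colour for the group and marker shape for the replicate. The rgef-1p jmjd-1.2 replicate 1 sample lies at 192.7 on the first component, and all others lie between -35.0 and 12.7.

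The targeted genes were examined in every group. The gene cox-5B (cco-1, F26E4.9; chromosome I, 9788725 to 9790050, plus strand, protein-coding) had 723 ± 55.7 CPM in N2 EV and 297 ± 13.1 CPM in cco-1 RNAi (SD, n = 3 each), a log2 fold change of -1.28 (SE 0.23). The edgeR adjusted p was 0.0115, and the threshold was lost in 3 of the 6 fits that each left out 1 sample. Its level was 563 ± 39.7 CPM in sur-5p jmjd-1.2, 526 ± 113 CPM in jmjd-3.1 overexpression and 661 ± 99.0 CPM in rgef-1p jmjd-1.2, with adjusted p-values of 0.360, 0.138 and 0.718 against N2 EV. The 3 jmjd-3.1 samples had 648, 504 and 425 CPM, all above the highest cco-1 RNAi sample at 311 CPM and below the lowest N2 EV sample at 659 CPM. The jmjd-3.1 difference passed the threshold without rgef-1p jmjd-1.2 replicate 1 (log2 fold change -0.45, adjusted p 0.0313).

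The gene jmjd-1.2 (F29B9.2a; chromosome IV, 4660991 to 4665212, plus strand, protein-coding) rose from 30.9 ± 5.39 CPM in N2 EV to 2054 ± 96.1 CPM under the sur-5 promoter, a log2 fold change of 6.05 (SE 0.50, adjusted p 6.19e-05). Under the rgef-1 promoter it reached 435 ± 357 CPM, a log2 fold change of 3.81 (SE 0.45, adjusted p 0.00106). The wide SD of the rgef-1p group came from replicate 1 at 848 CPM, and the lowest sample was at 219 CPM. The difference between both lines, a log2 fold change of 2.24, had an adjusted p of 0.0553 with all samples. Without that replicate it was 3.14 (adjusted p 2.02e-06). The difference also passed without rgef-1p replicate 2 (1.92, adjusted p 0.0251) or replicate 3 (1.93, adjusted p 0.0277), and in DESeq2 (2.19, adjusted p 0.000249). It did not pass in the 3 fits without a sur-5p sample or in the model of only the 6 samples. The gene jmjd-3.1 (F18E9.5b; chromosome X, 8571047 to 8575451, plus strand, protein-coding) rose from 9.40 ± 1.80 to 1307 ± 238 CPM in its overexpression line, a log2 fold change of 7.12 (SE 0.55, adjusted p 2.34e-05). In cco-1 RNAi, jmjd-1.2 was at 69.3 ± 8.03 CPM (log2 fold change 1.16, adjusted p 0.165) and jmjd-3.1 at 20.7 ± 4.50 CPM (1.14, adjusted p 0.204). Neither passed the threshold with all 15 samples, and both did without rgef-1p jmjd-1.2 replicate 1, with adjusted p-values of 0.000378 and 0.0113. In the jmjd-1.2 lines, jmjd-3.1 was at 13.9 ± 2.79 CPM under sur-5p (0.57, adjusted p 0.468) and 18.6 ± 14.3 CPM under rgef-1p (1.02, adjusted p 0.117). Without that replicate the rgef-1p rise passed (1.45, adjusted p 0.00318) and the sur-5p one did not (0.58, adjusted p 0.144). In the jmjd-3.1 line jmjd-1.2 was raised by a log2 fold change of 1.16 (adjusted p 0.0477), which did not pass the threshold with RLE size factors (adjusted p 0.0618), with the replicate block (adjusted p 0.0609), with length offsets (0.57, adjusted p 0.423) or in any of the 6 fits that each left out 1 sample of these groups. It passed in DESeq2, in the model of only the 6 samples and without rgef-1p jmjd-1.2 replicate 1 (1.17, adjusted p 8.07e-05). The counts do not separate transgene from endogenous transcripts.

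**Figure D2:**
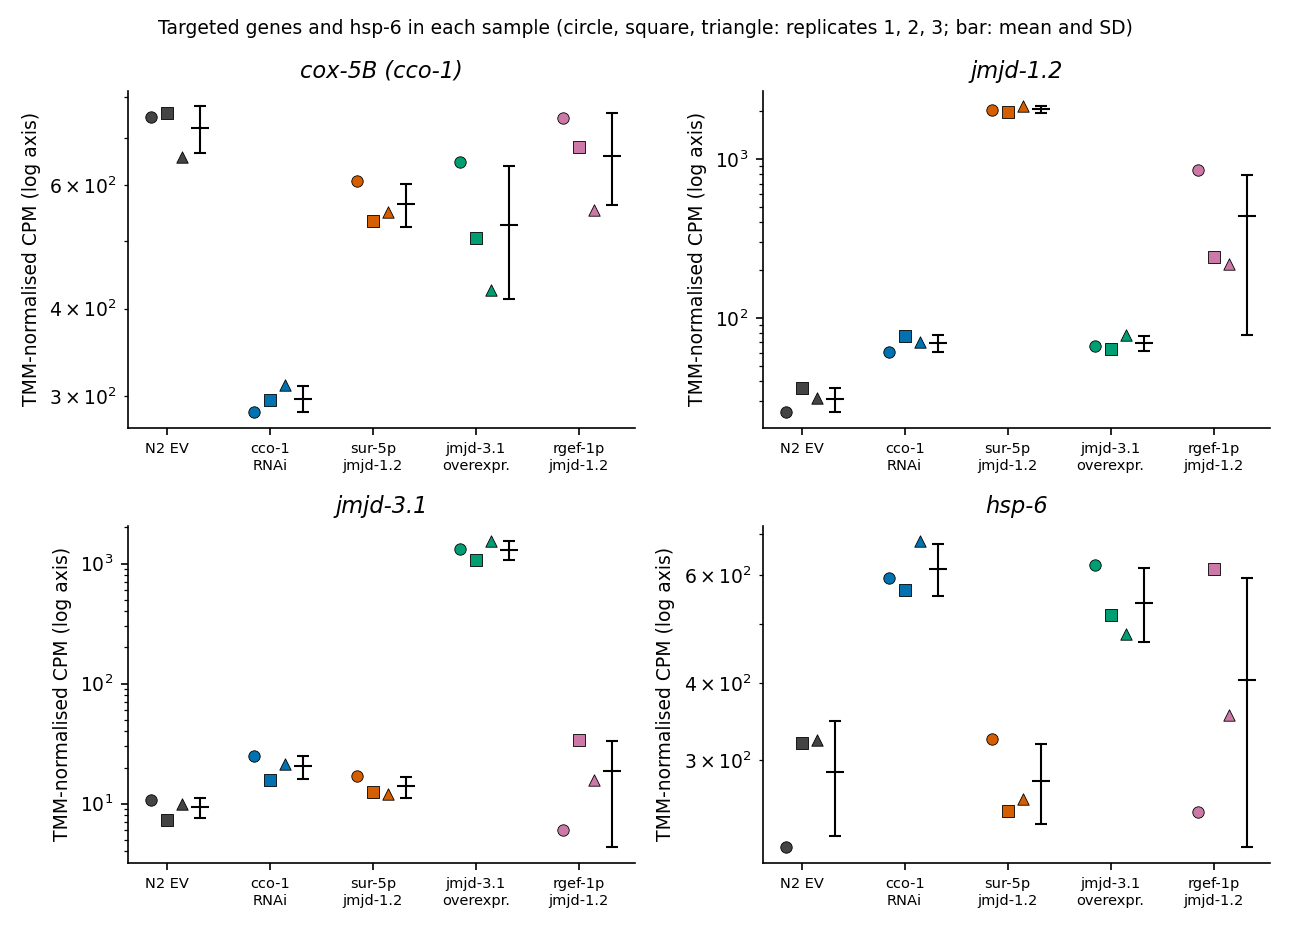
TMM-normalised CPM (log axis) of cox-5B, jmjd-1.2, jmjd-3.1 and hsp-6 in the 15 samples by group, with markers for replicates 1 to 3 and a bar for the mean and SD. cox-5B falls to 297 CPM in cco-1 RNAi from 723 in N2 EV, jmjd-1.2 reaches 2054 CPM under the sur-5 promoter and 435 under the rgef-1 promoter, jmjd-3.1 reaches 1307 CPM in its own line, and hsp-6 reaches 615 CPM in cco-1 RNAi from 287 in N2 EV.

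The first comparison asked which transcripts respond to cco-1 RNAi. Against N2 EV, 246 genes were higher and 60 lower at the edgeR adjusted p threshold. With the replicate number as a block, a pairing taken from the labels, 192 genes were higher and 39 lower. Deviations of samples from their group means correlated at 0.283 between same-numbered and -0.138 between differently numbered samples of these groups. The alternative that moved these counts most, a model of only the 6 samples compared, gave 1697 higher and 1136 lower. Without rgef-1p jmjd-1.2 replicate 1, a sample that is in neither group, 1588 were higher and 920 lower, and every one of the 306 genes called with all samples was kept. The largest rises were in F22B3.7 (chromosome IV, 11417581 to 11421796), B0205.14 (chromosome I, 10726088 to 10727386) and cyp-14A4 (R04D3.1; chromosome X, 13282043 to 13284197), with log2 fold changes of 7.58 (SE 0.75, adjusted p 0.00074), 5.71 (SE 0.80, adjusted p 0.00324) and 5.02 (SE 0.90, adjusted p 0.0115). The size of the F22B3.7 rise is imprecise because N2 EV had 1, 0 and 0 counts of it, against 73, 43 and 191 counts in cco-1 RNAi. The largest falls were in pud-4, pud-1.2 and pud-3, neighbouring genes of a multigene family between 2322038 and 2327282 on chromosome V, with log2 fold changes of -4.04 (SE 0.53), -3.89 (SE 0.44) and -3.26 (SE 0.53). Their adjusted p-values were 0.00174, 0.000829 and 0.00663. How reads were divided among near-identical pud or cyp genes is not known. In the 6 fits that each left out 1 sample of these groups, cyp-14A4 lost the threshold in 2 and the other 5 genes kept it.

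Expression in the sur-5p jmjd-1.2 line was compared with N2 EV to look for a response to broad jmjd-1.2 overexpression. None of the groups was a transgenic control line. For every overexpression line, effects of strain or construct were therefore not separated from those of the demethylase. In sur-5p jmjd-1.2 against N2 EV, 635 genes were higher and 236 lower. With the block 499 were higher and 205 lower, and same-numbered samples correlated at 0.188 against -0.0952 for differently numbered samples, the pairing again being taken from the labels. The largest rises were in W08E12.2 (chromosome IV, 3305875 to 3306639), cyp-13A6 (T10B9.3; chromosome II, 9800758 to 9802821) and jmjd-1.2 itself. The log2 fold change of W08E12.2 was 6.78 (SE 0.71, adjusted p 0.000692), with 4.09 ± 1.37 CPM in the line and 0.04998 ± 0.0866 CPM in N2 EV. That of cyp-13A6 was 6.29 (SE 0.75, adjusted p 0.00111). Mean cyp-13A6 was also raised in jmjd-3.1 overexpression (40.2 CPM) and rgef-1p jmjd-1.2 (35.9 CPM). It was at 0.70 CPM in cco-1 RNAi, against 0.60 CPM in N2 EV. The largest falls were in gfat-2 (F22B3.4; chromosome IV, 11410228 to 11413002), Y47D7A.6 (chromosome V, 4417734 to 4418216) and spex-3 (Y22D7AR.10; chromosome III, 1701712 to 1702437). gfat-2 went from 115 ± 26.6 to 3.51 ± 1.15 CPM, a log2 fold change of -5.04 (SE 0.85, adjusted p 0.00576). Within other lines gfat-2 varied widely between replicates, from 29.2 to 141 CPM in jmjd-3.1 overexpression. In rgef-1p jmjd-1.2 it ran from 5.04 CPM in replicate 1 to 120 CPM in replicate 3. Low gfat-2 was thus not confined to the sur-5p line. The fold changes of Y47D7A.6 and spex-3 were -4.05 (SE 0.98, adjusted p 0.0281) and -3.57 (SE 0.75, adjusted p 0.0164), and these calls were less secure, since Y47D7A.6 lost the threshold in all 6 and spex-3 in 4 of the 6 fits that each left out 1 sample.

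The jmjd-3.1 overexpression line differed from N2 EV at the largest number of genes, 2227 higher and 1632 lower. The block, with pairing from the labels, gave 2211 higher and 1660 lower, and the check of the pairing gave a correlation of -0.0442 between same-numbered and 0.0237 between differently numbered samples. The values for single pairs of same-numbered samples ran from -0.27 to 0.202. After jmjd-3.1 itself, the largest rises were in cyp-13A6 (log2 fold change 6.197, SE 0.75, adjusted p 0.000243) and the collagen gene col-41 (T10B10.1; chromosome X, 15175032 to 15176481), which went from 21.4 ± 5.66 to 781 ± 565 CPM (5.19, SE 0.58, adjusted p 0.000155). The largest falls were in F56A4.3 (chromosome V, 2453414 to 2456147), the pseudogene F15E11.10 (chromosome V, 2345676 to 2348123) and Y48B6A.5 (chromosome II, 14172833 to 14175199). Their log2 fold changes were -8.31 (SE 1.37, adjusted p 0.00143), -8.10 (SE 0.73, adjusted p 6.28e-05) and -7.30 (SE 0.59, adjusted p 2.34e-05), and their levels in the line were 0.0293, 0.228 and 0.198 CPM, against 12.3, 63.7 and 32.1 CPM in N2 EV. All 6 of these genes of largest change stayed past the threshold in each of the 6 fits that left out 1 sample. DESeq2 returned no adjusted p for F56A4.3, so it was not called there.

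Neuronal overexpression of jmjd-1.2 was addressed by comparing the rgef-1p jmjd-1.2 line with N2 EV, where 1681 genes were higher and 805 lower. With the block, on the pairing in the labels, 1388 were higher and 894 lower, and the check of the pairing gave 0.0835 for same-numbered and -0.0368 for differently numbered samples. These counts depended on single samples of both groups. Without N2 EV replicate 2, 414 genes were higher and 168 lower, and without N2 EV replicate 1, 740 were higher and 398 lower. Without replicate 1 of the line 2753 genes were higher and 1951 lower, and 85.1% of the genes called with all samples were kept, while 38 of them changed direction. In a model of only these 6 samples, 0 genes passed the threshold in either direction, with 1588 higher and 757 lower at an unadjusted p under 0.05. The largest rises were in ZK218.11 (chromosome V, 17107388 to 17108410; log2 fold change 7.08, SE 0.98, adjusted p 0.0015), cyp-13A6 (6.03, SE 0.75, adjusted p 0.00113) and C36C5.15 (chromosome V, 3167968 to 3168750; 5.86, SE 0.98, adjusted p 0.00341), which fell to 4.18 without replicate 1. The largest falls were in C30F2.4 (-4.92, SE 1.31, adjusted p 0.0213), C17F4.3 (-3.80, SE 0.78, adjusted p 0.00752) and C50E10.1 (-3.26, SE 0.64, adjusted p 0.00657). These lie on chromosome X at 16075013 to 16076570 and on chromosome II at 3240507 to 3241745 and 12301076 to 12302454. All 6 genes passed the threshold without replicate 1, but none did in the model of only the 6 samples, and C30F2.4 lost the threshold in 2 of the 6 fits that each left out 1 sample.

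**Figure D3:**
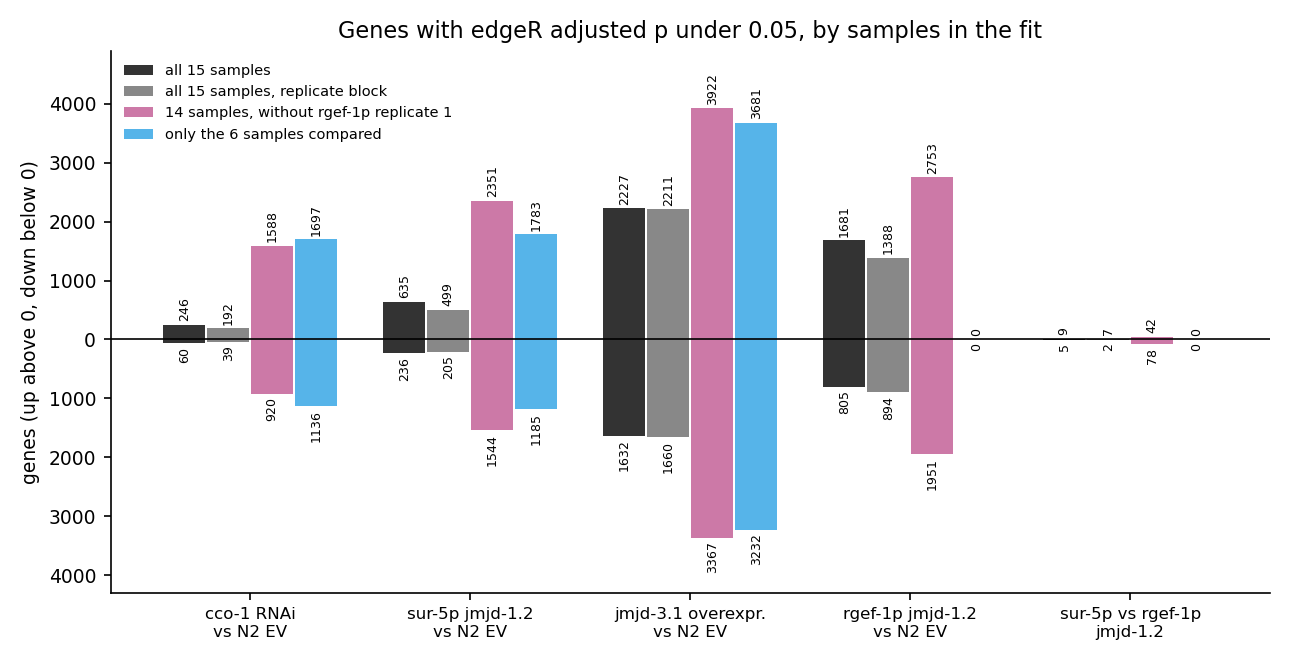
Number of genes with an edgeR adjusted p below 0.05 in the 5 comparisons (vertical axis: genes, higher above 0 and lower below 0) with all 15 samples, with the replicate block, without rgef-1p jmjd-1.2 replicate 1, and in models of only the 6 samples compared. The count of higher genes in cco-1 RNAi goes from 246 to 1588 without that sample, and in rgef-1p jmjd-1.2 from 1681 to 2753, against 0 in the model of 6 samples.

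The mitochondrial stress response panel was examined in the comparisons with N2 EV, and many of its calls depended on rgef-1p jmjd-1.2 replicate 1. hsp-6 (C37H5.8; chromosome V, 4824124 to 4826760), which encodes a mitochondrial chaperone, was at 287 ± 60.8 CPM in N2 EV and 615 ± 59.6 CPM in cco-1 RNAi. Its log2 fold change of 1.10 (SE 0.31) had an adjusted p of 0.0842, so it did not pass the threshold with all 15 samples, although all 3 RNAi samples were above all 3 controls. It did pass in DESeq2, in the model of only these 6 samples, and without rgef-1p jmjd-1.2 replicate 1 (adjusted p 0.00298). In jmjd-3.1 overexpression hsp-6 was at 541 ± 74.4 CPM (log2 fold change 0.92, adjusted p 0.0393), but it was at 0.47 and not past the threshold with length offsets, and it lost the threshold in all 6 fits that each left out 1 sample of these groups. Without rgef-1p jmjd-1.2 replicate 1 it passed (0.93, adjusted p 0.00263). It differed from N2 EV by -0.05 in sur-5p jmjd-1.2 (adjusted p 0.950) and 0.50 in rgef-1p jmjd-1.2 (adjusted p 0.264). hsp-60 (Y22D7AL.5a; chromosome III, 1619742 to 1625803), another mitochondrial chaperone gene, had negative fold changes of -0.29, -0.72, -0.38 and -0.35 in cco-1 RNAi, sur-5p, jmjd-3.1 and rgef-1p lines, none past the threshold in the fit of all 15 samples without offsets. The sur-5p fall passed without rgef-1p jmjd-1.2 replicate 1 (adjusted p 0.0096), in DESeq2 (adjusted p 0.00936) and with length offsets (-0.93, adjusted p 0.0236), and the jmjd-3.1 fall passed with length offsets (-0.74, adjusted p 0.026). Among the other panel genes against N2 EV, dve-1 was higher in jmjd-3.1 overexpression (1.39, adjusted p 0.0159) and clpp-1 lower (-0.99, adjusted p 0.0254). dve-1 lost the threshold in 3 and clpp-1 in 5 of the 6 fits that each left out 1 sample, and dve-1 did not pass with length offsets (adjusted p 0.0851). dnj-10 was higher in rgef-1p jmjd-1.2 (1.53, adjusted p 0.0373), but not without replicate 1 (0.43, adjusted p 0.127). That fit was 1 of 4 among the 6 fits without 1 sample in which dnj-10 lost the threshold. It also did not pass with the replicate block (1.37, adjusted p 0.0594) or with length offsets (1.54, adjusted p 0.0502). In the model of only the 6 samples its adjusted p was 0.273. lonp-1, atfs-1 and ubl-5 passed the threshold in none of these comparisons with all 15 samples. Without rgef-1p jmjd-1.2 replicate 1, dve-1 was higher and past the threshold in all 4 comparisons. Its adjusted p-values were 0.0276 in cco-1 RNAi, 0.00461 in sur-5p jmjd-1.2, 0.000253 in jmjd-3.1 overexpression and 0.00277 in rgef-1p jmjd-1.2. In the same fit clpp-1 passed as a fall in sur-5p jmjd-1.2 (log2 fold change -0.68, adjusted p 0.0103), jmjd-3.1 overexpression (-0.98, adjusted p 0.000398) and rgef-1p jmjd-1.2 (-0.68, adjusted p 0.0177). ubl-5 also passed as a fall, in jmjd-3.1 overexpression (-0.76, adjusted p 0.0451). hsp-6 passed as a rise in rgef-1p jmjd-1.2 (0.79, adjusted p 0.0202).

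The comparisons with N2 EV were then set against each other, to ask how far the overexpression lines share the response to cco-1 RNAi. Across 14390 genes, log2 fold changes in cco-1 RNAi correlated with those in sur-5p jmjd-1.2 at r = 0.558 (jackknife SE 0.0626, rho 0.602), with those in jmjd-3.1 overexpression at r = 0.666 (SE 0.0514, rho 0.678) and with those in rgef-1p jmjd-1.2 at r = 0.347 (SE 0.272, rho 0.358). Both fold changes of a pair used the same N2 EV samples, which by itself gave r = 0.488 in simulated data without any change. With separate N2 EV samples the r values were 0.364, 0.491 and 0.231, against -0.0183 in the simulation. With the replicate block, whose pairing check over all 5 groups gave 0.0842 for same-numbered and -0.0412 for differently numbered samples in the labels, they were 0.555, 0.659 and 0.372. The r for rgef-1p jmjd-1.2 rose to 0.622 without its replicate 1. Between lines, r was 0.782 (SE 0.0872, rho 0.804) for sur-5p jmjd-1.2 with jmjd-3.1 overexpression and 0.624 (SE 0.178, rho 0.640) for sur-5p with rgef-1p jmjd-1.2, and 0.609 and 0.463 with separate N2 EV samples. These 5 pairs were the only ones computed.

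**Figure D4:**
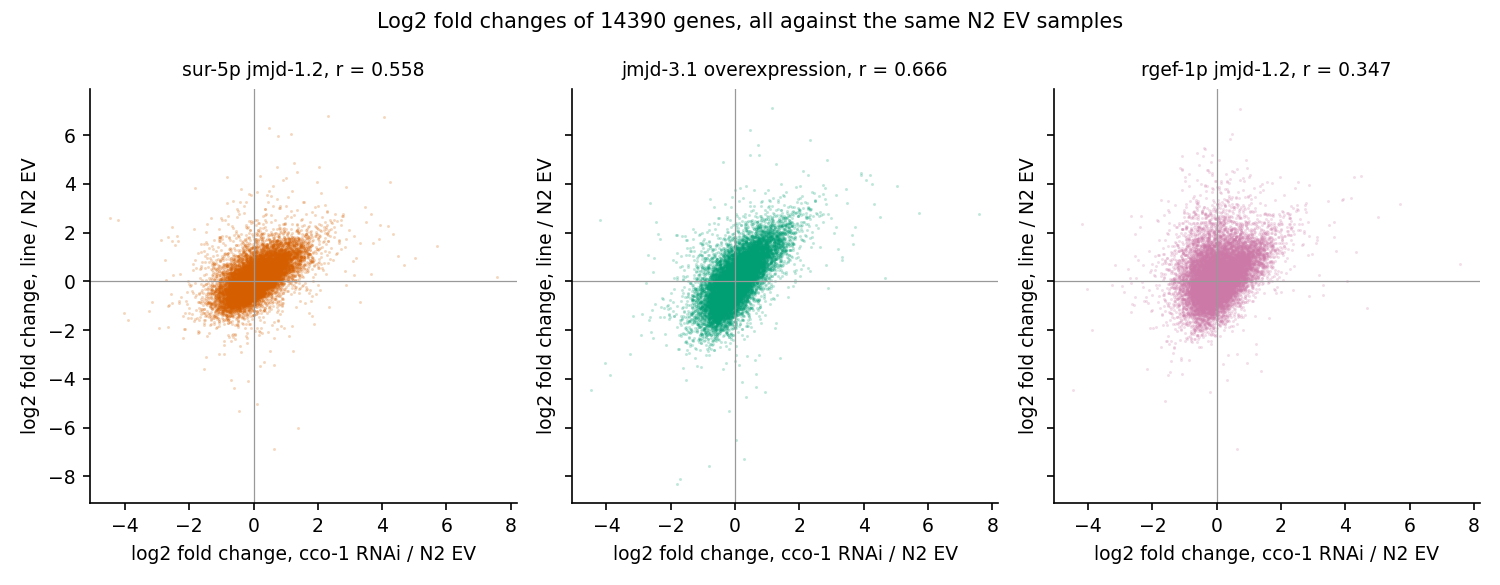
Log2 fold changes of 14390 genes in cco-1 RNAi against N2 EV (horizontal axis) and in each overexpression line against N2 EV (vertical axis), with 1 point per gene. Pearson's r is 0.558 for sur-5p jmjd-1.2, 0.666 for jmjd-3.1 overexpression and 0.347 for rgef-1p jmjd-1.2, with N2 EV samples shared by both axes.

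Genes past the threshold also overlapped. Of the 306 genes changed in cco-1 RNAi, 147 (48.0%) changed in the same direction in sur-5p jmjd-1.2, 255 (83.3%) in jmjd-3.1 overexpression and 197 (64.4%) in rgef-1p jmjd-1.2. Expression-matched random lists gave 13.04, 47.8 and 32.9 genes on average, and at most 28, 72 and 55 in 10000 draws. The shared control samples raise such overlaps, and the random lists do not account for that. Opposite changes were found for 3, 2 and 2 genes. The RNAi characteristic of the jmjd-3.1 samples reads as that of the cco-1 RNAi samples. Exposure to that RNAi would by itself raise their overlap and correlation with cco-1 RNAi. Mean cox-5B was 526 CPM in jmjd-3.1 overexpression, nearer to sur-5p jmjd-1.2 (563 CPM) than to cco-1 RNAi (297 CPM), against 723 CPM in N2 EV. A partial exposure was not excluded. Of 871 genes changed in sur-5p jmjd-1.2, 683 changed the same way in jmjd-3.1 overexpression and 582 in rgef-1p jmjd-1.2. In cco-1 RNAi, sur-5p jmjd-1.2 and jmjd-3.1 overexpression together, 126 genes were higher and 13 lower in all 3, and 1 changed in differing directions. The genes highest in this set were Y48C3A.12 (chromosome II, 13376412 to 13388762), hrg-2 (K01D12.14; chromosome V, 12409415 to 12410513) and ugt-62 (M88.1; chromosome III, 4537281 to 4540623). The log2 fold changes of Y48C3A.12 were 2.78, 2.68 and 3.38 in the order just given, those of hrg-2 were 3.93, 2.32 and 4.36, and those of ugt-62 were 2.73, 2.30 and 2.77, with adjusted p-values of at most 0.00937. The lowest were pud-1.2, with -3.89, -1.60 and -3.84, Y87G2A.18 (chromosome I, 13512313 to 13514290), with -1.53, -1.57 and -2.46, and gcsh-1 (D1025.2; chromosome X, 14514130 to 14515073), with -1.36, -1.41 and -1.34. Adjusted p-values of these falls reached 0.0415. The sur-5p fall of pud-1.2 and the cco-1 falls of Y87G2A.18 and gcsh-1 did not pass the threshold with the replicate block, and the first of these and both the cco-1 and sur-5p falls of Y87G2A.18 did not pass with length offsets. These falls were also lost in most fits that each left out 1 sample, and the sur-5p fall of gcsh-1 was lost in 5 of 6.

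Both jmjd-1.2 lines were compared directly to ask whether the promoter changes the response. In this test 9 genes were higher and 5 lower in sur-5p than in rgef-1p jmjd-1.2, with 797 higher and 1749 lower at an unadjusted p under 0.05. With the block, on the pairing in the labels, 7 were higher and 2 lower, and the check of the pairing gave 0.0544 for same-numbered and -0.0221 for differently numbered samples. The largest differences were a log2 fold change of 4.34 (SE 0.49, adjusted p 0.00405) for C38D9.2 and -2.43 (SE 0.41, adjusted p 0.0401) for C32H11.4. The counts moved most when a replicate of rgef-1p jmjd-1.2 other than replicate 1 was left out, to 98 higher and 1046 lower without replicate 2 and 206 higher and 867 lower without replicate 3. Without replicate 1 there were 42 higher and 78 lower. DESeq2 gave 115 higher and 365 lower.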

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

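The tests of replicate 1 and of depth in this part were chosen after the result was seen; the count of splits was chosen before. The result was singled out because the change against N2 EV differed between both jmjd-1.2 lines in a direct test: 9 genes were higher and 5 lower in sur-5p than in rgef-1p jmjd-1.2, at an edgeR adjusted p below 0.05. Among the 10 splits of the 6 samples into groups of 3, only the real one, 1 of 10, gave as many genes. A share below 0.1 cannot be reached with 10 splits, so chance cannot be excluded in this way. The other 9 splits gave 0 genes at the adjusted threshold and 1653 to 3202 at an unadjusted p under 0.05, against 2546 in the real split. Of the 10 splits, 4 parted all 3 same-numbered pairs and 6 parted only 1, and among the former the real split was again the only 1 with as many genes.

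The number was sensitive to single libraries and to depth. Without rgef-1p jmjd-1.2 replicate 1 there were 120 genes, among them all 14, and with counts thinned to the smallest library there was 1 gene. Leaving out replicate 2 of the line in its place gave 98 higher and 1046 lower genes, and leaving out replicate 3 gave 206 higher and 867 lower. Replicate 1 then makes up a larger part of its group, so these rises do not clear it. How far the number depends on that replicate cannot be told from these fits, and a limit set by depth cannot be excluded. A biological explanation, in which the promoter decides which tissue expresses jmjd-1.2, remains a hypothesis. The higher level of jmjd-1.2 under the sur-5 promoter (a log2 difference of 3.14 without replicate 1) was not separated from tissue by the design.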

How the results depend on the processing

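Alternatives named here were fixed before the data were examined, except for the length offsets and the removal of rgef-1p jmjd-1.2 replicate 1 from comparisons without its group, which were chosen after seeing the data. The planned offsets for GC content with length, alone or with the replicate block, were not run because no genome sequence was used. The cause of each change below was not tested unless stated. No correlation between comparisons changed direction under any alternative run, and neither did any targeted gene against N2 EV. With RLE size factors and with the added log2 fold change threshold, every count of higher or lower genes stayed within 1.5 times its value with all 15 samples.

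DESeq2 gave 644 higher and 333 lower genes in cco-1 RNAi, 1148 and 723 in sur-5p jmjd-1.2, and 115 and 365 in sur-5p against rgef-1p jmjd-1.2. It gave 483 genes changed alike in cco-1 RNAi and sur-5p jmjd-1.2, 757 in cco-1 RNAi and jmjd-3.1 overexpression, 548 in cco-1 RNAi and rgef-1p jmjd-1.2, 1182 in both jmjd-1.2 lines, and 1497 in sur-5p jmjd-1.2 and jmjd-3.1 overexpression. The r of cco-1 RNAi with jmjd-3.1 overexpression was 0.586 and that of sur-5p jmjd-1.2 with jmjd-3.1 overexpression 0.684.

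Models of only the 6 samples compared gave 1697 higher and 1136 lower genes in cco-1 RNAi, 1783 and 1185 in sur-5p jmjd-1.2, 3681 and 3232 in jmjd-3.1 overexpression, 0 and 0 in rgef-1p jmjd-1.2 (1588 and 757 at an unadjusted p under 0.05), and 0 and 0 in sur-5p against rgef-1p jmjd-1.2 (251 and 504 unadjusted). Genes changed alike then numbered 1230, 2107, 0, 0 and 2476 in the order of pairs above. The jmjd-1.2 rise in its rgef-1p line, 3.82, no longer passed the threshold.

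Counts thinned to the smallest library gave 105 higher and 25 lower genes in cco-1 RNAi, 291 and 84 in sur-5p jmjd-1.2, 512 lower in rgef-1p jmjd-1.2, and 0 and 1 in sur-5p against rgef-1p jmjd-1.2 (559 and 1592 unadjusted). Genes changed alike numbered 58, 104, 87, 280 and 315. The counts for jmjd-3.1 overexpression (1539 and 1101) and the higher genes in rgef-1p jmjd-1.2 (1282) stayed within 1.5 times. Fewer counts gave fewer calls, and whether deeper libraries would give more was not tested.

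The replicate block gave 39 lower genes in cco-1 RNAi and 2 lower in sur-5p against rgef-1p jmjd-1.2. Length offsets gave 18 higher and 9 lower in the latter. The block with length offsets gave 1 lower there, 89 genes changed alike in cco-1 RNAi and sur-5p jmjd-1.2, and 130 in cco-1 RNAi and rgef-1p jmjd-1.2. A minimum of 10 counts in every sample gave 0 higher and 1 lower in sur-5p against rgef-1p jmjd-1.2 (551 and 1285 unadjusted). Without a filter, genes changed alike numbered 90 in cco-1 RNAi and sur-5p jmjd-1.2, 127 in cco-1 RNAi and rgef-1p jmjd-1.2 and 367 in both jmjd-1.2 lines, and r was 0.572 for cco-1 RNAi and 0.659 for sur-5p jmjd-1.2 with jmjd-3.1 overexpression. With separate N2 EV samples r fell to 0.364 for cco-1 RNAi with sur-5p jmjd-1.2, 0.491 with jmjd-3.1 overexpression, and 0.609 for sur-5p jmjd-1.2 with jmjd-3.1 overexpression (the cause was not tested: fewer controls per fold change also add noise). Over genes past the threshold in the first comparison, r was 0.682, 0.820 and 0.702 for cco-1 RNAi with sur-5p jmjd-1.2, jmjd-3.1 overexpression and rgef-1p jmjd-1.2, and 0.810 for both jmjd-1.2 lines. Those genes were chosen on a fold change that enters the correlation, with N2 EV samples shared, and such a choice can itself raise r. The higher values are therefore no evidence of closer sharing.

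Across fits that each left out 1 sample, higher genes ranged from 42 to 1588 in cco-1 RNAi, 83 to 2351 in sur-5p jmjd-1.2, 1204 to 3922 in jmjd-3.1 overexpression, 414 to 2753 in rgef-1p jmjd-1.2 and 2 to 206 in sur-5p against rgef-1p jmjd-1.2. Lower genes ranged from 8 to 920, 33 to 1544, 701 to 3367, 168 to 1951 and 0 to 1046 (1158 lower unadjusted at the 0). In the comparisons with N2 EV, each highest count came without rgef-1p jmjd-1.2 replicate 1. Genes changed alike ranged from 10 to 71 in cco-1 RNAi and sur-5p jmjd-1.2, 41 to 171 in cco-1 RNAi and jmjd-3.1 overexpression, 31 to 1629 in cco-1 RNAi and rgef-1p jmjd-1.2, 68 to 2635 in both jmjd-1.2 lines and 98 to 516 in sur-5p jmjd-1.2 and jmjd-3.1 overexpression. The ranges for pairs cover the 9 fits that leave out a sample of their own 3 groups, so those of pairs without rgef-1p jmjd-1.2 do not include the fit without its replicate 1. That fit kept every gene called in cco-1 RNAi, sur-5p jmjd-1.2 and jmjd-3.1 overexpression, so their overlaps there were at least 147, 255 and 683. The r ranged from 0.506 to 0.634 for cco-1 RNAi with sur-5p jmjd-1.2, 0.203 to 0.622 for cco-1 RNAi with rgef-1p jmjd-1.2 and 0.675 to 0.808 for sur-5p jmjd-1.2 with jmjd-3.1 overexpression. The cco-1 (cox-5B) fold change in cco-1 RNAi ranged from -1.34 to -1.24 and lost the threshold in 3 of 6 fits.

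Among genes past the threshold with all 15 samples, 40 in jmjd-3.1 overexpression changed direction with length offsets and 39 with block and offsets, and 38 in rgef-1p jmjd-1.2 without its replicate 1. Among the named genes, direction reversed for panel genes and for jmjd-3.1 in the direct comparison. In sur-5p jmjd-1.2, dnj-10 became 0.00326 in the model of 6 samples and 0.037 with the block, and atfs-1 became -0.00663 with length offsets and -0.00525 with block and offsets. In rgef-1p jmjd-1.2, atfs-1 became -0.0636 and -0.0508 in the same alternatives and ubl-5 became -0.000936 with the block. In sur-5p against rgef-1p jmjd-1.2, ubl-5 became -0.0103 in DESeq2 and -0.0251 with RLE size factors. Across the fits without 1 sample, sur-5p values ranged from -0.22 to 0.048 for hsp-6, -0.11 to 0.15 for dnj-10, -0.22 to 0.0696 for lonp-1 and -0.14 to 0.32 for ubl-5. In rgef-1p jmjd-1.2 they ranged from -0.043 to 0.14 for atfs-1, -0.33 to 0.46 for ubl-5 and -0.68 to 0.0369 for clpp-1, and in the direct comparison from -0.87 to 0.29 for jmjd-3.1, -0.17 to 0.69 for dve-1 and -0.33 to 0.47 for ubl-5.

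Among 540 recomputed values of single named genes outside the fits without 1 sample, 48 others changed side of the threshold, 30 weaker and 18 stronger. Among the 540 in those fits 74 did, 65 weaker and 9 stronger.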

Other observations

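The tests of the share of counts in the highest genes, of a mislabelled sample, of the common dispersion, of the length-corrected family medians, of the sperm genes without replicate 1 and of genes near 0 were chosen after the result was seen; the others were chosen before. The rgef-1p jmjd-1.2 replicate 1 library stood apart from the other 14 samples. In it 1872 genes lay above every other sample by at least 1 on the log2 scale and 2221 lay below, whereas no other sample had more than 25 such genes above or 65 below. Its TMM factor was 0.586. Depth does not account for this: after all libraries were thinned to 5084880 counts, its median rank correlation with the others was 0.753, still far below theirs. Nor did a few genes take most of its counts, since the 50 highest genes held 25.2%, within the range of the other samples. A swap with a control is unlikely, because jmjd-1.2 exceeded the highest N2 EV sample by a log2 ratio of 4.55. A swap with a line outside this series was not tested.

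Marker families listed before the test pointed to a difference in germline or developmental stage. Relative to replicates 2 and 3 of the line, replicate 1 had medians of 1.77 for 70 sperm genes, 1.28 for 140 cuticle collagen genes, -3.85 for 14 oocyte and eggshell genes and -2.01 for 6 vitellogenin genes, all outside the central 95% of 10000 expression-matched random lists. The median of 13 moulting genes, -0.44, was inside. Replicates 2 and 3 also differed from each other beyond random lists in all 5 families, by -0.83 for sperm and -0.67 for oocyte genes, so such shifts arise between ordinary replicates too, at a smaller size for these 2 families. Vitellogenin genes, at -2.17, and moulting genes, at 1.09, differed between replicates 2 and 3 by at least as much as replicate 1 did. The log2 ratio of replicate 1 to replicates 2 and 3 followed gene length as well (rho -0.364). The length correlation of replicate 1 itself, -0.309, lay within the range of the N2 EV samples. All other samples lay above it, the lowest being cco-1 RNAi replicate 2 at -0.0854. Length therefore does not set replicate 1 apart from N2 EV, though it does from the other groups and the rest of its line. After the smooth on length was removed, the sperm median was 0.78 and the oocyte median -3.19, both still outside the random lists. This sperm median was no larger in size than the -0.83 between replicates 2 and 3, which was not corrected for length. A candidate explanation is therefore a population younger in its germline, or otherwise with fewer oocyte and possibly more sperm transcripts. This was not separated from contamination or from library batch, which the labels do not give.

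More genes were called when that sample was left out, also in the comparisons with N2 EV that do not involve its group. The common dispersion was 0.0525 without it, against 0.123 with all samples, and no other sample lowered it as far. This fits the rise in genes called for cco-1 RNAi, a comparison the sample takes no part in, and the cause may lie in the shared estimate of the spread. In each of the comparisons of cco-1 RNAi, sur-5p jmjd-1.2, jmjd-3.1 overexpression and rgef-1p jmjd-1.2 with N2 EV, 1 of the 10 splits of the 6 samples, the real one, gave as many genes at the adjusted threshold. The other 9 splits gave 0 genes in each, with 41 to 471, 116 to 449, 46 to 592 and 1253 to 4047 genes at an unadjusted p under 0.05, against 2371, 3325, 5893 and 4863 in the real splits. Only 4 of the 10 splits part all 3 same-numbered pairs, the real one among them, and the other 6 part 1 pair. With 10 splits the share cannot fall below 0.1, and splits that mix groups raise the spread and so are bound to give fewer genes.

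The correlation between comparisons was tested for shared controls and for length bias. With separate N2 EV samples, r was 0.364 for cco-1 RNAi with sur-5p jmjd-1.2, 0.491 with jmjd-3.1 overexpression, 0.231 with rgef-1p jmjd-1.2, and 0.463 and 0.609 for sur-5p jmjd-1.2 with rgef-1p jmjd-1.2 and with jmjd-3.1 overexpression. With length offsets the corresponding values were 0.513, 0.630, 0.343, 0.635 and 0.757. All stayed above the level of 0.1 set before the test. For separate controls, this means that sharing alone does not account for the whole correlation. The values with length offsets still share the N2 EV samples, which alone gave r = 0.488 in the simulation. They therefore cannot decide whether length bias contributes. Separate controls also leave fewer N2 EV samples per fold change, and the added noise lowers r, so how much of each fall comes from sharing was not tested. A difference between the N2 EV libraries as a set and all others, such as a library batch, would also give such correlations and cannot be told apart from the treatments here.

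A developmental difference shared by the comparisons was tested with the same families. The number of the 4 comparisons with a family median outside random lists in the same direction was 3 for sperm, 1 for yolk, 3 for collagen, 2 for oocyte and 2 for moult genes, so no family met the condition of all 4 set before the test. The exception for sperm genes was rgef-1p jmjd-1.2, with a median of -0.00. Without its replicate 1 the sperm medians were -0.46 in cco-1 RNAi, -0.63 in sur-5p jmjd-1.2, -0.94 in jmjd-3.1 overexpression and -0.93 in rgef-1p jmjd-1.2. They stayed below 0 with TMM, with RLE size factors, in DESeq2 and with length offsets, where the highest was -0.26. Because copies of msp genes are nearly identical, the 41 sperm genes other than msp were examined alone, and the highest of their 4 medians was -0.34 with TMM and -0.25 with length offsets. A hypothesis is that the N2 EV populations were collected slightly later or earlier in spermatogenesis than the others, which could contribute to the shared changes. Without the 175 sperm protein, yolk and collagen genes, r was 0.557 for cco-1 RNAi with sur-5p jmjd-1.2 and 0.666 with jmjd-3.1 overexpression. Those genes themselves thus do not carry these 2 correlations, but other genes that follow timing were not examined. Timing and treatment cannot be told apart with these samples.

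Fold changes against N2 EV rose with gene length across genes, with rho of 0.323 in cco-1 RNAi, 0.349 in sur-5p jmjd-1.2, 0.414 in jmjd-3.1 overexpression and 0.146 in rgef-1p jmjd-1.2. The largest rho without the sperm, yolk and collagen families was 0.416, but these were only 216 of 14243 genes, so this test says little about the source. A length-dependent difference between libraries remains possible: within the rgef-1p group the length correlations of single samples spanned 0.663, more than the difference of 0.457 between the mean of N2 EV and that of the other samples. That span came from replicate 1, and the next largest, in jmjd-3.1 overexpression, was 0.242. The 3 N2 EV samples lay between -0.327 and -0.301, a range of 0.0260. A length bias of N2 EV libraries, from fragmentation or RNA quality, may thus explain part of the changes, and a biological change in long genes cannot be told apart from it.

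In the jmjd-3.1 overexpression line, F56A4.3 and Y48B6A.5 were at most at 0.5 CPM in all 3 samples and at 2 CPM or more in each of the other 12 samples. No gene met these criteria in another group. The jmjd-3.1 samples had 0, 0 and 1 counts of F56A4.3 and 2, 0 and 5 counts of Y48B6A.5. Each N2 EV sample had at least 98 and 201. F56A4.3 was also lower in cco-1 RNAi (3.56 ± 1.61 CPM) and sur-5p jmjd-1.2 (4.14 ± 1.66 CPM) than in N2 EV (12.3 ± 2.14 CPM). In rgef-1p jmjd-1.2 it was at 40.4 ± 56.6 CPM, with replicate 1 at 106 CPM. Y48B6A.5 was not lower in cco-1 RNAi or sur-5p jmjd-1.2, at 38.9 and 33.9 CPM against 32.1 CPM in N2 EV. A deletion that spans neighbouring genes was not seen, as 0 of the 2 genes had a tested neighbour at most at 0.5 CPM in all 3 samples of that line, but a neighbour of F56A4.3 averaged only 0.375 CPM there, so that test was weak for this gene. F15E11.10, at 2345676 to 2348123 on the same chromosome, also had only 1, 1 and 6 counts in the jmjd-3.1 samples, and missed the criteria in the sample with 0.527 CPM. Whether a single change in that region affects both genes was not tested. Whether reads moved to a near-identical copy could not be decided. Among genes with the same name stem within 100 kb the highest log2 fold change was -0.36. Those genes were picked by name and position, without a comparison of sequences, so they need not be copies. Copies elsewhere in the genome were not examined. F15E11.10 was also lower in cco-1 RNAi and sur-5p jmjd-1.2, at 19.3 and 15.6 CPM against 63.7 CPM in N2 EV, but not in rgef-1p jmjd-1.2 (81.9 ± 66.9 CPM). A variant confined to each gene in this strain, or silencing of it, may explain the near-complete loss, and counts alone cannot separate these. A variant in this strain would not cover the smaller falls of F56A4.3 and F15E11.10 in the other groups. Part of their fall may thus be shared with those groups.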
